# Knockout of reactive astrocyte activating factors slows disease progression in an ALS mouse model

**DOI:** 10.1038/s41467-020-17514-9

**Published:** 2020-07-27

**Authors:** Kevin A. Guttenplan, Maya K. Weigel, Drew I. Adler, Julien Couthouis, Shane A. Liddelow, Aaron D. Gitler, Ben A. Barres

**Keywords:** Amyotrophic lateral sclerosis, Astrocyte

## Abstract

Reactive astrocytes have been implicated in the pathogenesis of neurodegenerative diseases, including a non-cell autonomous effect on motor neuron survival in ALS. We previously defined a mechanism by which microglia release three factors, IL-1α, TNFα, and C1q, to induce neurotoxic astrocytes. Here we report that knocking out these three factors markedly extends survival in the *SOD1*^*G93A*^ ALS mouse model, providing evidence for gliosis as a potential ALS therapeutic target.

## Abstract (web summary)

Astrocyte activation may contribute to neurodegenerative disease. Here the authors show that the combined knockout of three factors known to promote astrogliosis, IL-1α, TNFα and C1qa, leads to improved survival in the *SOD1*^*G93A*^ mouse model of ALS.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a devastating neurodegenerative disease caused by a progressive loss of motor neurons, which leads to muscle weakness, paralysis, and eventual death^1^. Beyond motor neurons, numerous studies have implicated glial cells in both the onset and progression of the disease^2–8^. The *SOD1*^*G93A*^ mouse line is the most studied mouse model of ALS, with mice developing many of the pathological hallmarks of patients including distal to proximal motor impairment and eventual motor neuron death^9^. Selectively eliminating the *SOD1*^*G93A*^ transgene from microglia, oligodendrocytes, or astrocytes or performing cell replacement of wild-type microglia or astrocytes into the central nervous system (CNS) of *SOD1*^*G93A*^ animals can slow disease progression and extend lifespan^5,6,10–15^. These experiments have firmly established the contribution of one or more toxic properties of mutant SOD1 within glial cells to drive ALS and have motivated the development of SOD1-lowering therapeutic approaches, which are currently being tested in the clinic^16–18^. Historically, however, it has been difficult to separate the cell autonomous influence of *SOD1*^*G93A*^ transgene expression within glial cells and associated disease phenotypes from the activation of glial cells in response to CNS injury.

We previously determined that microglia activated by neuroinflammatory insults such as lipopolysaccharide (LPS) exposure secrete IL-1α, TNFα, and C1q to induce the conversion of quiescent astrocytes to reactive astrocytes (astrogliosis)^19^. These neuroinflammatory reactive astrocytes lose many of their stereotyped physiological functions and secrete one or more unknown factors that are powerfully toxic to neurons and oligodendrocytes^2,3,19^. This raises the possibility that the established neurotoxicity of rodent astrocytes expressing the SOD1 transgene^2,3^ and human astrocytes derived from patients with ALS^8^ is partially explained by astrocyte reactivity. In general, would preventing the formation of neuroinflammatory reactive astrocytes prove beneficial in patients with ALS?

In this study, we investigate the reactive astrocyte response as a potential therapeutic target in ALS, asking whether neuroinflammatory reactive astrocytes form in ALS as well as whether knocking out the factors that induce these reactive astrocytes is protective in a mouse model of the disease.

## Results

### Knockout of IL-1α, TNFα, and C1q extends survival in an ALS model

In order to determine if neuroinflammatory reactive astrocytes are induced in ALS, we first performed RNAscope in situ hybridization against the neuroinflammatory astrocyte reactivity marker *C3* and saw widespread *C3* upregulation in astrocytes in the spinal cord of *SOD1*^*G93A*^ mice, with the appearance and severity of activation correlating with the onset of symptoms and known progression of neuronal pathology (Fig. 1a, b, Supplementary Fig. 1). To determine if neuroinflammatory reactive astrocytes could be a therapeutic target in ALS, we crossed the *SOD1*^*G93A*^ mouse line to an IL-1α^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ triple knockout mouse line that fails to produce these reactive astrocytes^19^. We assessed the survival of *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice compared to strain matched *SOD1*^*G93A*^ mice. Strikingly, *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice showed dramatically lower levels of the reactive astrocyte marker *C3* and lived significantly longer than *SOD1*^*G93A*^ mice (an average of 202 vs 131 days, *p* < 0.0001), with an extension of overall lifespan of over 50% (Fig. 1a–c). To our knowledge, this represents one of the longest prolongations of lifespan reported in this model and is especially notable given that individually targeting TNFα in SOD1 mice^20^ or human patients^21^ or targeting Il-1 family members^22,23^, C1q^24^, or the inflammatory astrocyte marker gene *C3* (Supplementary Fig. 2) in various SOD1 mouse models has little or no effect.

**Fig. 1:**
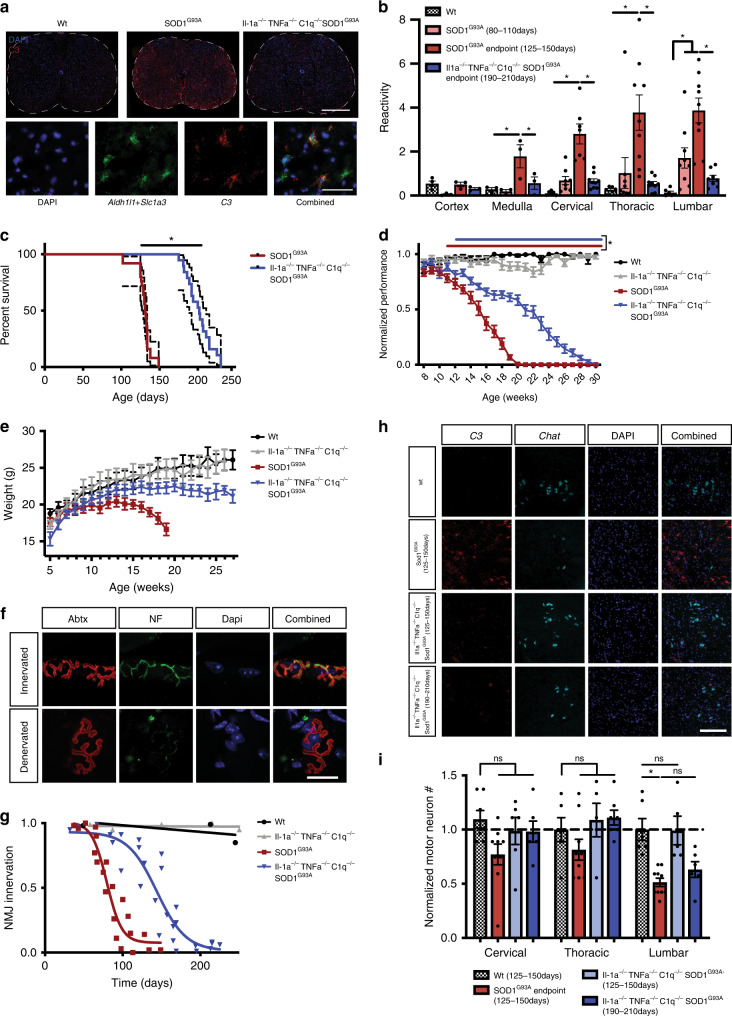
Knockout of IL-1α, TNFα, and C1q prolongs lifespan in the SOD1^G93A^ ALS mouse model. **a** Stitched RNAscope in situ hybridization for the neuroinflammatory reactive astrocyte marker *C3* in the spinal cord of WT, *SOD1*^*G93A*^, and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice (*n* = 3 per genotype; scale bar = 500 μm) and higher magnification examples of *C3*^+^ astrocytes (quantified in Supplementary Fig. 1a; scale bar = 50 μm) **b** Quantification of *C3* in situ hybridization in the cortex, medulla, and spinal cord. (*p < 0.05; two-tailed, unpaired Student’s *t* test, corrected by Holm–Sidak method; mean ± s.e.m.) **c** Survival curve of *SOD1*^*G93A*^ and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice. (*p < 0.05; Gehan–Breslow–Wilcoxon test; dotted lines = 95% confidence interval) **d** Rotarod analysis of motor performance in WT, *SOD1*^*G93A*^, *an IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^, and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice. Red bar indicates ages with significantly lower *SOD1*^*G93A*^ performance compared to WT; blue bar indicates ages with significantly lower *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ performance compared to *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *(*Mixed-effects model corrected by Tukey method; mean ± s.e.m.) **e** Body weight over time of WT, *SOD1*^*G93A*^, *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^, and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice. (mean ± s.e.m.) **f** Example maximum intensity projections of innervated and denervated neuromuscular junctions. α-Bungarotoxin (Abtx) labels postsynaptic acetylcholine receptors and neurofilament (NF) labels presynaptic motor neuron projections. (quantified in 1 g; scale bar = 20 μm) **g** Quantification of neuromuscular junction innervation. Each point represents 3–6 NMJs from one animal. WT and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ curves fit by linear regression and *SOD1*^*G93A*^ and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ curves fit by sigmoidal interpolation. The IC50s of denervation were 79.6 days for *SOD1*^*G93A*^ and 144 days for *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^. **h** Example in situ hybridization against *C3* and *Chat* to quantify motor neuron number in the lateral horn of the spinal cord. (quantified in 1 h; scale bar = 200 μm) **i** Quantification of motor neuron number along the spinal cord in WT, *SOD1*^*G93A*^, and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice (*p < 0.05; two-tailed, unpaired Student’s *t* test, corrected by Holm–Sidak method; mean ± s.e.m.).

The vast majority of ALS cases are sporadic and thus few patients can be identified prior to symptom presentation. Therefore, an ideal therapeutic target may be one that slows the progression of disease rather than preventing disease onset. To determine whether the extension of lifespan in the *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice was caused by a delay of disease onset or a slowing of disease progression, we next quantified the impairment of motor strength and coordination in these mice using the accelerating rotarod task. Age of onset of motor impairment was similar in the two models, but the *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice showed a much slower deterioration in performance (Fig. 1d), a trajectory of pathogenesis supported by the change in body weight over time (Fig. 1e). These data provide evidence that inhibiting gliosis slows progression rather than delaying disease onset, highlighting the potential of targeting gliosis as a treatment after symptom appearance such as often occurs in sporadic ALS.

Deterioration in motor performance is well correlated with motor neuron denervation of target muscles, a process that precedes motor neuron death^25^. In order to determine if dampening astrogliosis also slows motor neuron denervation, we used confocal fluorescence microscopy to visualize the neuromuscular junctions (NMJs) of the gastrocnemius muscle. We used fluorescently labeled-alpha-bungarotoxin to stain postsynaptic acetylcholine receptors and an antibody against neurofilament protein to stain presynaptic motor neuron inputs (Fig. 1f). We traced maximum projection images of confocal stacks of the postsynaptic and presynaptic regions and quantified the amount of overlap for 3–6 NMJs for each mouse over a range of ages in *SOD1*^*G93A*^ and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice. We modeled denervation over time by sigmoidal interpolation, with 50% motor neuron denervation reached at ~80 days in *SOD1*^*G93A*^ mice, consistent with previous findings (Fig. 1g)^25^. Similar to the impact on overall motor performance, NMJ denervation was slowed in *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice by ~65 days, but eventually reached a similar level of pathology at endpoint.

Given the neurotoxic capacity of this reactive astrocyte subtype, we next determined if motor neuron survival was affected in *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice. We used RNAscope in situ hybridization to probe for *Chat* and quantify the number of motor neurons at the cervical, thoracic, and lumbar regions of the spinal cord in *SOD1*^G93A^ and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice at both 125–150 days of age (when *SOD1*^*G93A*^ mice reach endpoint) and 190–210 days of age (when *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice reach endpoint). As expected, there was an ~50% reduction in motor neuron number in the lumbar spinal cord of *SOD1*^*G93A*^ mice at endpoint, consistent with other studies and methods of motor neuron counting (Fig. 1h–i, Supplementary Fig. 3)^24^. Remarkably, at this same timepoint, there was complete preservation of motor neuron number in *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice. However, at later ages when *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ mice reached endpoint, we observed a similar reduction in motor neuron number. Thus, motor neuron death is significantly delayed, but not completely blocked, in the absence of neuroinflammatory reactive astrocytes.

### Cell-autonomous effect of *SOD1*^*G93A*^ on astrocytes and microglia

Our results suggest that the microglia-to-astrocyte activation axis powerfully drives disease progression in the *SOD1*^*G93A*^ model of ALS. Many studies have also manipulated *SOD1*^*G93A*^ transgene expression in astrocytes and microglia to modulate disease pathogenesis, and other studies have proposed the protein products of astrocyte reactivity signature genes such as *Lcn2* as mediators of the toxic effect of *SOD1*^*G93A*^-expressing astrocytes their toxic effect on neurons^2,3,26^. Thus, we wanted to determine if there is an interplay between cell-autonomous changes in glial function owing to *SOD1*^*G93A*^ transgene expression and reactive astrogliosis. We isolated primary astrocytes and microglia from WT or *SOD1*^*G93A*^ mice by immunopanning^27^ or MACS isolation^28,29^ and cultured them in serum-free conditions^30^. 

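The cultured cells were profiled by bulk RNA-seq, which counts RNA fragments per gene over a whole culture. Immunopanning binds astrocytes to antibody-coated dishes, and magnetic-activated cell sorting (MACS) collects microglia by their surface protein Cd11b. The authors prepared strand-specific libraries, read them as paired ends on an Illumina instrument, aligned the reads to the mouse genome build mm10 with STAR (version 2.7.3a), counted them per gene with RSEM and compared groups with DESeq2. For each comparison they deposited their own fold changes for every gene and a normalized count per library, which is the read count divided by a size factor. The normalized counts were whole multiples of 1 read for 100% of the values, so the reads behind each value could be recovered. Values from 21 libraries were analysed here, 3 in each of 7 conditions. The 3 libraries of quiescent *SOD1* G93A microglia were not analysed here. Reads counted on genes ranged from 2016139 to 11570122 per library, with a median of 5098168. Quiescent WT astrocytes had 2016139 to 9258718 reads (median 3637657) and quiescent *SOD1* G93A astrocytes 3292225 to 9526331 reads (median 7251063). WT astrocytes activated by IL-1α, TNFα, and C1q had 5047999 to 6768201 reads (median 5749391). Quiescent WT microglia had 2550560 to 10157188 reads (median 6940651) and WT microglia activated by LPS 4674300 to 8121620 reads (median 5098168). The 10 most abundant genes of a library took 4.17% to 4.78% of the reads in astrocytes and 9.89% to 11.4% in microglia. Libraries of the same condition differed by more than the counting noise, with a chi-square per degree of freedom between 1.48 and 20.3 over the 21 pairs. Genes with a mean of at least 10 normalized counts over the 6 libraries of a comparison were tested with limma, with an intensity trend, on log2(normalized count + 1), and p values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p value under 0.001 and a change of more than 2-fold, the limits in the legend of Fig. 2. Adding 1 before taking logarithms understates the fold change of genes with few reads. With 3 libraries against 3 there are 20 arrangements, so an exact test of a single value cannot go below p = 0.1, and genes carry the adjusted p values of the model. The added 1, the minimum mean, the scaling of the libraries and the test are the choices that could change the numbers.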

Unexpectedly, WT and *SOD1*^*G93A*^ astrocytes and microglia were strikingly similar when quiescent (Fig. 2a, b, Supplementary Fig. 4; http://www.gliaseq.com). This stands in stark contrast to the overall transcriptomic excitability of these cells, which respond dramatically to Il-1α, TNFα, and C1q in the case of astrocytes and LPS in the case of microglia (Fig. 2c, d). Thus, *SOD1*^*G93A*^ astrocytes and microglia appear remarkably similar to WT cells when quiescent.

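Among 12271 genes tested between 3 *SOD1* G93A and 3 WT cultures of quiescent astrocytes, 0 were called. The lowest adjusted p value was 0.0033 (limma), and 1068 genes (8.70%) had an unadjusted p value under 0.05. In 1797 genes (14.6%) the libraries of the genotypes did not overlap, where chance gives 10% for 3 against 3. The fold changes of all genes had a standard deviation of 0.28 on the log2 scale, and the mean log2 values of the genotypes had a Pearson r of 0.990 across genes, which are not independent replicates. Each of the fits that left out 1 of the 6 libraries also called 0 genes. An adjusted p value under 0.05 at any fold change was met by 7 genes. The alternative that moved the count most was added after the results were seen. Of the 3 libraries with the fewest reads 2 are WT and 1 is *SOD1* G93A, and with this depth class as a term in limma 13 genes were called, 3 higher and 10 lower in *SOD1* G93A astrocytes, and 2937 genes had an unadjusted p value under 0.05. The lowest adjusted p values were those of *Xist* (log2 fold change 2.40) and *Gpr17* (−1.78), 2.9e-06 for each. DESeq2 on the recovered reads called 5 genes, the same 5 that the authors' deposited table holds past the limits, all lower in *SOD1* G93A astrocytes. These 5 genes are named because of that count, after their values were seen, and none of them passed the limits in limma without that term, while *Gpr17*, *Tagln* and *Kdm5d* did with it. Positions are given in GRCm38 with the GENCODE M21 annotation. *Gpr17* (chromosome 18, 31942997 to 31949636), a receptor of the oligodendrocyte lineage, had 249 ± 28.6 normalized counts in WT and 74.6 ± 8.22 in *SOD1* G93A astrocytes (SD, n = 3), a log2 fold change of −1.72 (standard error 0.14, adjusted p = 0.0033). *Tagln* (chromosome 9, 45929619 to 45936058), a gene of contractile cells, had 399 ± 52.3 and 192 ± 5.39 normalized counts, a log2 fold change of −1.04 (standard error 0.12, adjusted p = 0.024). *Itga7* (chromosome 10, 128933818 to 128958282) had 263 ± 126 and 110.1 ± 9.52 normalized counts, so that the spread of the WT libraries was close to the difference, and its log2 fold change was −1.15 (standard error 0.26, adjusted p = 0.26). The other two lie on the Y chromosome, which only male cells carry. *Kdm5d* (chromosome Y, 897788 to 956786) had 212 ± 27.2 and 88.7 ± 7.21 normalized counts, a log2 fold change of −1.24 (standard error 0.14, adjusted p = 0.024). *Ddx3y* (chromosome Y, 1260771 to 1286629) had 149 ± 13.5 and 71.8 ± 6.27 normalized counts, a log2 fold change of −1.05 (standard error 0.14, adjusted p = 0.046). The comparison of quiescent microglia was not analysed here.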

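WT astrocytes were activated with IL-1α at 3 ng/mL, TNFα at 30 ng/mL and C1q at 400 ng/mL. Of 12336 genes tested against quiescent WT astrocytes, 1424 were called, 740 higher and 684 lower in activated cells. At an unadjusted p value under 0.05 there were 5774 genes (46.8%), and in 6282 genes (50.9%, against 10% by chance) the libraries of the states did not overlap, all 1424 called genes among them. The mean log2 values of the states had a Pearson r of 0.901 across genes. The authors' deposited table calls 1522 genes, and 1407 of the genes called here are among them. Leaving out 1 library at a time gave 1087 to 1547 genes, and an adjusted p value under 0.05 at any fold change, which moved the count most, gave 4722. A term for the depth class of the libraries, added after the results were seen, gave 1407. *Cxcl5* (chromosome 5, 90759360 to 90761624) rose from 3.09 ± 2.77 to 592 ± 106 normalized counts (SD, n = 3), a log2 fold change of 7.54 (standard error 0.55, adjusted p = 1.2e-06, limma) that rests on 0 to 10 reads per quiescent library. *Steap4* (chromosome 5, 7960457 to 7982213) rose from 48.1 ± 22.3 to 6696 ± 198, a log2 fold change of 7.18 (standard error 0.23, adjusted p = 4.3e-09). *Lcn2* (chromosome 2, 32384633 to 32388252) rose from 146 ± 31.7 to 15043 ± 769, a log2 fold change of 6.70 (standard error 0.14, adjusted p = 5.8e-10). *Mmp3* (chromosome 9, 7445822 to 7455975) had at most 2 reads per quiescent library and was at least 20.55-fold higher after activation. *Mmp9* (chromosome 2, 164940780 to 164955850), with 0 to 4 reads per quiescent library, had a log2 fold change of 6.78 (adjusted p = 6.8e-07). The largest falls were in genes with few reads after activation. *Olfr287* (chromosome 15, 98206971 to 98221056) was at least 12.4-fold lower and *Bmp3* (chromosome 5, 98854415 to 98884396) at least 12.1-fold lower. *Fam20a* (chromosome 11, 109669749 to 109722279) had a log2 fold change of −3.95 (adjusted p = 8.0e-06), *Kcnc4* (chromosome 3, 107438303 to 107459552) of −4.31 (adjusted p = 0.00011) and *E030003E18Rik*, which the annotation does not place, of −4.74 (adjusted p = 0.00014). Without WT quiescent replicate 2 the adjusted p value was 0.00101 for *Olfr287*, 0.0011 for *Bmp3*, 0.0023 for *Kcnc4* and 0.0023 for *E030003E18Rik*, which were then not called. Over all alternatives it ranged from 5.6e-07 to 0.00101, 8.8e-08 to 0.0011, 1.4e-10 to 0.0023 and 9.1e-19 to 0.0027 for these genes in the same order.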

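Of the 18 genes that the paper names for these cells, 5 were called in activated astrocytes. *C3* (chromosome 17, 57203970 to 57228136) rose from 24.7 ± 5.51 to 2002 ± 228 normalized counts (SD, n = 3), a log2 fold change of 6.30 (standard error 0.16, adjusted p = 1.0e-09, limma). *Ccl2* (chromosome 11, 82035571 to 82037453) had a log2 fold change of 6.58 (adjusted p = 5.7e-09), *Il6* (chromosome 5, 30013114 to 30019981) of 2.55 (adjusted p = 3.6e-06) and *Hepacam* (chromosome 9, 37367351 to 37386575), the surface protein by which the astrocytes were panned, of −1.15 (adjusted p = 3.5e-06). *Gfap* (chromosome 11, 102887336 to 102900912) went from 2291 ± 1008 to 4576 ± 126, a log2 fold change of 1.08 (standard error 0.22, adjusted p = 0.0026) that was not called, but was without WT quiescent replicate 3 (1.42). Endogenous *Sod1* (chromosome 16, 90220754 to 90226329) had a log2 fold change of 0.25 (adjusted p = 0.037). Lists of genes were tested with limma's camera at a preset inter-gene correlation of 0.01. Over the 13 lists and 5 comparisons, 37 of 55 tests were called at an adjusted p value under 0.05. Of these 37 calls, 23 hold under fry, and 0 hold with the correlation estimated from the data, the alternative that moved them most and that left 13 tests with an unadjusted p value under 0.05. The reactive astrocyte panel holds 35 genes of the microfluidics qPCR panel of this paper, fewer than the legend of Fig. 2g gives. It had a median log2 fold change of 2.39 over 31 genes, 29 of them higher (adjusted p = 1.5e-12). It holds 20 called genes, and 23 when adjusted over the list alone. The panel shares 3 genes with the list of interferon-stimulated genes, 3 with that of MHC class I and antigen processing and 1 with the chemokines. The median was 1.80 over 15 chemokines (adjusted p = 1.8e-06; 10 called, and 10 adjusted over the list alone) and 0.90 over 14 genes of MHC class I and antigen processing (adjusted p = 2.4e-05; 2 called, and 5 adjusted over the list alone). All 19 cell cycle genes were lower, with a median of −1.75 (adjusted p = 2.8e-14), and 19 were called over all genes and adjusted over the list alone. Astrocyte markers had a median of −0.68 over 15 genes (adjusted p = 0.00026), with 4 called and 5 adjusted over the list alone. Oligodendrocyte lineage markers had a median of −0.90 over 10 genes (adjusted p = 0.0023), again with 4 called and 5 adjusted over the list alone. Neuron markers had a median of 1.00 over 10 genes (adjusted p = 0.033), with 4 called both ways of adjusting. These calls hold under fry. Pericyte and fibroblast markers were not called (median 1.73 over 6 genes, adjusted p = 0.13, with 3 genes called both over all genes and adjusted over the list alone). Their median is also 1.73 with the 2 members at 3 or fewer reads set to their bound. It was 1.03 without WT quiescent replicate 1, and the list was called without replicate 2 (1.82) and without replicate 3 (3.17). No endothelial list could be tested, as at most 3 of its 12 genes passed the minimum mean in any comparison. The directions were the same under quantile and TMM scaling.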

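WT microglia were activated with LPS, a bacterial cell wall component, at 50 ng/mL. Of 10866 genes tested against quiescent WT microglia, 2263 were called, 1110 higher and 1153 lower in activated cells. Y-linked genes had a median log2 fold change of −3.58 over 4 genes. Cultures of different sex may thus account for part of this count. At an unadjusted p value under 0.05 there were 6694 genes (61.6%), and in 7022 genes (64.6%, against 10% by chance) the libraries of the states did not overlap, with all 2263 called genes among them. Across genes the Pearson r of the mean log2 values was 0.820. The authors' deposited table calls 2398 genes, 2232 of which were called here. An adjusted p value under 0.05 at any fold change moved the count most, to 6185 genes, the fits without 1 library gave 1991 to 2334, and the depth class of the libraries as a term, added after the results were seen, gave 2233. *Nos2* (chromosome 11, 78920787 to 78960254) rose from 14.1 ± 3.23 to 2993 ± 221 normalized counts (SD, n = 3), a log2 fold change of 7.65 (standard error 0.16, adjusted p = 9.5e-11, limma). *Saa3* (chromosome 7, 46711998 to 46715700) had a log2 fold change of 7.58 (adjusted p = 1.6e-10), *Ccl5* (chromosome 11, 83525778 to 83530518) of 7.49 (adjusted p = 2.4e-11) and *Vnn3* (chromosome 10, 23851462 to 23869843), with 0 to 4 reads per quiescent library, of 7.47 (adjusted p = 1.2e-07). The largest fitted change was that of *H2-Q8* (8.06, adjusted p = 1.1e-05), which the annotation does not place and whose reads are uncertain because related MHC genes are nearly identical. *Hpgd* (chromosome 8, 56294585 to 56321043) fell from 3128 ± 205 to 56.5 ± 5.55, a log2 fold change of −5.77 (standard error 0.10, adjusted p = 3.8e-11). *Nanos1* (chromosome 19, 60755987 to 60759914) had a log2 fold change of −5.27 (adjusted p = 2.1e-08), *S100a4* (chromosome 3, 90603771 to 90606045) of −4.93 (adjusted p = 1.1e-07), *Slco2b1* (chromosome 7, 99657804 to 99711340) of −4.82 (adjusted p = 1.0e-09) and the pseudogene *Gm11545* (chromosome 11, 94756976 to 94757763) of −4.86 (adjusted p = 6.1e-09). The reads of *Gm11545* may come from a related gene, which was not tested. The factors that the paper combines to activate astrocytes moved in different directions. *Il1a* (chromosome 2, 129299610 to 129309972) rose from 145 ± 25.3 to 25498 ± 1698 (log2 fold change 7.46, adjusted p = 2.4e-11) and *Tnf* (chromosome 17, 35199381 to 35202007) from 230 ± 12.5 to 5852 ± 481 (4.66, adjusted p = 6.4e-11), while *C1qa* (chromosome 4, 136895917 to 136898803) fell from 8585 ± 493 to 2995 ± 444 (−1.53, adjusted p = 6.7e-07). The log2 fold change was 7.26 for *Il6* (adjusted p = 4.7e-11), 5.71 for *Cd69* (chromosome 6, 129267325 to 129275436; adjusted p = 3.1e-10), 5.01 for *Ccl2* (adjusted p = 2.5e-10) and −2.23 for *Cx3cr1* (chromosome 9, 119901616 to 120069879; adjusted p = 4.7e-09). All 40 interferon-stimulated genes were higher, with a median of 4.38 (adjusted p = 3.9e-23), and 40 were called over all genes and adjusted over the list alone. All 6 activation genes of the paper's microglial qPCR were also higher and called both ways (median 6.48, adjusted p = 2.7e-06). The median was 5.29 over 19 chemokines (adjusted p = 4.4e-09; 15 called, and 16 adjusted over the list alone), or 5.01 with the member at 3 or fewer reads set to its bound. Over 16 genes of MHC class I and antigen processing it was 2.23 (adjusted p = 2.0e-09; 15 called, and 16 adjusted over the list alone). All 19 cell cycle genes were lower (median −2.95, adjusted p = 1.3e-10; 17 called, and 18 adjusted over the list alone), as were 18 of 22 microglia markers (median −1.08, adjusted p = 7.9e-05; 11 called, and 11 adjusted over the list alone). These directions hold under the other scalings too.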

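In the main test none of the 18 genes that the paper names was called between quiescent *SOD1* G93A and WT astrocytes (0 called; 4 with an unadjusted p value under 0.05; lowest adjusted p = 0.18, limma). The astrocyte reactivity gene *C3* had 25.8 ± 5.55 normalized counts in WT and 36.9 ± 8.90 in *SOD1* G93A astrocytes (SD, n = 3), a log2 fold change of 0.49 (standard error 0.27, adjusted p = 0.62). *Lcn2* had 152 ± 31.9 and 189 ± 25.9 normalized counts, a log2 fold change of 0.32 (standard error 0.18, adjusted p = 0.62). *Gfap* had 2388 ± 1034 and 992 ± 112 normalized counts, a log2 fold change of −1.19 (standard error 0.24, adjusted p = 0.18). A fit with the depth class of the libraries as a term, added after the results were seen, called *Gfap* (−1.40, adjusted p = 5.0e-06), while in it *C3* had 0.32 (adjusted p = 0.48) and *Lcn2* 0.21 (adjusted p = 0.39). The log2 fold change of *Tnf* was 1.03 (adjusted p = 0.49), that of *Il1a* 0.56 (adjusted p = 0.58) and that of *C1qa* 0.59 (adjusted p = 0.57). WT replicate 1, the library with the fewest reads, carried part of these values, and without it they were 0.31 for *C3*, 0.14 for *Lcn2*, 0.60 for *Tnf*, 0.32 for *Il1a* and 0.30 for *C1qa*. Endogenous *Sod1* had 1293 ± 99.6 and 1321 ± 62.7 normalized counts, a log2 fold change of 0.03 (adjusted p = 0.93) that was −0.03 without WT replicate 3 and 0.08 without WT replicate 1. This is the mouse gene, so it is no check of the transgene. The reactive astrocyte panel had a median log2 fold change of 0.04 over 28 genes, 15 higher and 13 lower (adjusted p = 0.94, camera), and −0.01 under quantile scaling. The panel had −0.16 with the depth class as a term (adjusted p = 0.17). It ranged from −0.11 without WT replicate 1 to 0.26 without *SOD1* G93A replicate 3. Camera called 9 of the 11 lists tested. The median was 0.47 over 32 interferon-stimulated genes, 31 of them higher (adjusted p = 1.2e-10), 0.51 over 13 chemokines, 12 of them higher (adjusted p = 0.00017), and −0.28 over 15 astrocyte markers, 12 of them lower (adjusted p = 0.00018). The astrocyte markers had a median of −0.17 without WT replicate 3. All 21 microglia markers tested were higher, with a median of 0.57 (adjusted p = 5.5e-09) that was 0.31 without WT replicate 1. Under fry these lists were not called, with adjusted p values of 0.13, 0.23, 0.17 and 0.23 in this order, and of the 9 only the oligodendrocyte lineage markers and the sex genes were. Camera called 7 of the 11 lists once the depth class was a term, and the medians of the same 4 lists were 0.36, 0.28, −0.36 and 0.35, with adjusted p values of 0.060, 0.073, 0.014 and 0.18 under fry. The directions of the 4 held under both scalings too. Without that term no gene of these 4 lists was called, over all genes or adjusted over the list alone (0 both ways). Over the libraries the mean log2 values of 31 interferon-stimulated genes went with those of the 21 microglia markers. Both were lowest in WT replicate 1 (4.96 and 5.85) and highest in *SOD1* G93A replicates 1 (5.85 and 7.17) and 2 (5.80 and 7.20). Unlike shares of microglia in the quiescent cultures were not tested. The rises of the interferon-stimulated genes, chemokines, *Tnf*, *Il1a* and *C1qa* thus cannot be credited to the astrocytes themselves. From the similarity of the quiescent genotypes, set against the response of the same cells to activation, the paper concludes that *SOD1* G93A astrocytes and microglia appear to be much like WT cells when quiescent.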

**Fig. 2:**
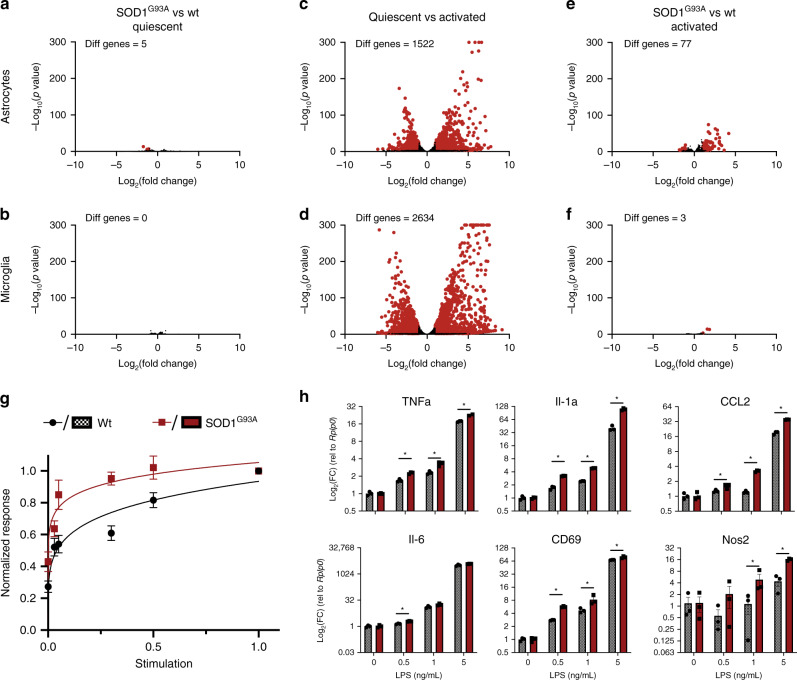
SOD1^G93A^ and WT glia are cell-autonomously similar when quiescent. **a**–**f** Bulk RNA-seq of immunopanned astrocytes and Cd11b MACs purified microglia from WT and *SOD1*^*G93A*^ mice cultured in serum-free conditions. (Red dot indicates significant change with adjusted *p* value < 0.001 and |log_2_(fold change)| > 1) **a**, **b** *SOD1*^*G93A*^ and WT astrocytes and microglia are transcriptomically similar when quiescent in serum-free conditions. **c**, **d** Astrocytes activated by IL-1α (3 ng/mL), TNFα (30 ng/mL), and C1q (400 ng/mL) and microglia activated by LPS (50 ng/mL) change dramatically at the transcriptome level, highlighting the transcriptomic sensitivity of these cells. **e** Fully activated *SOD1*^*G93A*^ and WT astrocytes are largely transcriptomically similar, but show some expression differences associated with cytokine and immune activation. **f** Fully activated *SOD1*^*G93A*^ and WT microglia are transcriptomically similar. **g** Normalized response kinetics of 40 astrocyte reactive marker genes assessed by microfluidics qPCR in response to submaximal doses of IL-1α, TNFα, and C1q. *SOD1*^*G93A*^ astrocytes show larger reactivity responses to smaller insults than WT astrocytes. (error bars represent ± s.e.m.; curves represent nonlinear normalized response curves) **h** Expression of selected microglial activation genes assessed by qPCR in response to submaximal doses of LPS. *SOD1*^*G93A*^ microglia show a slight but significant increase in activation to smaller insults compared to WT microglia. (*p < 0.05 by unpaired, two-tailed Student’s *t* test; Holm–Sidak correction; mean ± s.e.m).

Given their role in exacerbating disease progression, *SOD1*^*G93A*^ glial cells may show differences in activation following insults, such as would occur after the neuron-intrinsic initiation of pathology in ALS. To test this, we first performed RNA-seq on WT and *SOD1*^*G93A*^ astrocytes and microglia exposed to maximally stimulating doses of Il-1α, TNFα, and C1q in the case of astrocytes and LPS in the case of microglia. 

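In these comparisons 3 *SOD1* G93A cultures of each cell type were set against the 3 WT cultures activated with the same doses. The activated *SOD1* G93A astrocytes had 2135439 to 3929272 reads per library (median 3721779), fewer than any WT library of activated astrocytes, and the LPS-activated *SOD1* G93A microglia had 4042840 to 11570122 reads (median 5917006). The authors scaled each comparison on its own, so a WT library has slightly different normalized counts here than against quiescent cells, and levels are compared only within a comparison. Genes were tested as in quiescent cells. A list of genes was also given a score in each library, the mean log2 value of its tested genes. Whether a list's difference between genotypes itself differs between cell types or states was tested by an exact two-sided permutation of the genotypes within each, with 400 arrangements and a smallest p value of 0.005, for 10 such differences. The null of this permutation is no genotype difference in either. Its smallest p value can be reached only where the differences run in opposite directions. For astrocytes, the 12 quiescent and activated libraries also entered a model with an interaction of genotype and state. The lack of quiescent *SOD1* G93A microglia among the libraries used here leaves no such model for microglia.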

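In LPS-activated microglia 10679 genes were tested between genotypes and 0 were called. The lowest adjusted p value was 0.012 (limma), and 930 genes (8.71%) had an unadjusted p value under 0.05. The libraries of the genotypes did not overlap in 1942 genes (18.2%), against 10% by chance, and the mean log2 values had a Pearson r of 0.992 across genes. The count was 0 in every fit without 1 library. DESeq2 on the recovered reads moved the count most, to 3 genes, which are the 3 called in the authors' deposited table, all higher in *SOD1* G93A microglia. They are named for that count, after their values were seen. With the depth class of the libraries as a term (the 3 with the fewest reads are 2 WT and 1 *SOD1* G93A), also added after the results were seen, 1 gene was called, *Fn1*, and 2180 had an unadjusted p value under 0.05. *Arg2* (chromosome 12, 79130777 to 79156301) had 144 ± 14.6 normalized counts in WT and 433 ± 54.0 in *SOD1* G93A microglia (SD, n = 3), a log2 fold change of 1.58 (standard error 0.13, adjusted p = 0.012). *Fn1* (chromosome 1, 71585520 to 71653200) had 736 ± 137 and 2643 ± 841 normalized counts (1.82, standard error 0.22, adjusted p = 0.10), and *Cx3cr1* had 1579 ± 61.4 and 3297 ± 1117 (1.01, standard error 0.20, adjusted p = 0.57). Of the 18 genes that the paper names, 0 were called and 5 had an unadjusted p value under 0.05. The log2 fold change was −0.56 for *Il1a* (adjusted p = 0.57) and 0.17 for *Sod1* (adjusted p = 0.62). For *Tnf* it was −0.04 (adjusted p = 0.91), 0.03 without *SOD1* G93A replicate 3 and −0.10 without WT replicate 3, and for *C1qa* it was 0.02 (adjusted p = 0.97), −0.06 without WT replicate 3, −0.05 with the depth class as a term and 0.13 without WT replicate 1. *Nos2* had 2978 ± 219 normalized counts in WT and 1826 ± 1333 in *SOD1* G93A microglia, whose libraries held 195 to 4944 reads of it. Its log2 fold change of −1.25 (adjusted p = 0.59) was −0.20 without *SOD1* G93A replicate 3, and that of *Sod1* was 0.11 without it. Camera called 7 of the 9 lists tested, and 0 of these hold under fry. The directions given were the same under the other scalings. Of 40 interferon-stimulated genes 0 were higher, with a median of −0.52 (adjusted p = 1.2e-11, and 0.27 under fry). Of 16 genes of MHC class I and antigen processing 0 were higher, with a median of −0.31 (adjusted p = 2.3e-05, and 0.29 under fry). Without *SOD1* G93A replicate 3 these medians were −0.16 and −0.10, and with the depth class as a term −0.69 and −0.50. The microglial qPCR genes had a median of −0.44 (adjusted p = 0.029), and their call was lost without WT replicate 1 (−0.35), WT replicate 2 (−0.46) or *SOD1* G93A replicate 3 (−0.21). Microglia markers had a median of 0.09, with 17 of 22 higher (adjusted p = 0.0051). It ranged from 0.02 without *SOD1* G93A replicate 3 to 0.16 without *SOD1* G93A replicate 2, and the call was lost without WT replicate 3 (0.05). In these lists 0 genes were called over all genes and 0 adjusted over the list alone.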

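In activated astrocytes 12098 genes were tested and 78 were called, 63 higher and 15 lower in *SOD1* G93A than in WT cells, so that 80.8% were higher. At an unadjusted p value under 0.05 there were 2464 genes (20.4%). The libraries of the genotypes did not overlap in 2917 genes (24.1%), against 10% by chance, all 78 called genes among them, and the mean log2 values had a Pearson r of 0.987 across genes. The authors' deposited table calls 77 genes, and 74 of these were called here. Leaving out 1 library at a time gave 67 to 81 genes, but the 15 genes called lower became 5 without WT replicate 1. An adjusted p value under 0.05 at any fold change moved the count most, to 879 genes, of which 63.4% were higher, and limma without the trend called 1 gene. No term for depth can be fitted here, because the 3 libraries with the fewest reads are the 3 *SOD1* G93A libraries. Of the 63 genes called higher, 28 are in the list of interferon-stimulated genes. *Ifi44* (chromosome 3, 151730922 to 151749960) had 13.0 ± 3.49 normalized counts in WT and 234 ± 72.2 in *SOD1* G93A astrocytes (SD, n = 3), a log2 fold change of 4.05 (standard error 0.22, adjusted p = 8.1e-11, limma). *Ddx60* (chromosome 8, 61928087 to 62038244) had 4.70 ± 3.87 and 56.9 ± 18.8 normalized counts, a log2 fold change of 3.63 (standard error 0.47, adjusted p = 2.5e-05) that rests on 1 to 10 reads per WT library. *Iigp1* (chromosome 18, 60376027 to 60392634) had 8.10 ± 2.23 and 80.7 ± 25.3 normalized counts, a log2 fold change of 3.15 (standard error 0.28, adjusted p = 1.4e-07). *Gm4951* (chromosome 18, 60212080 to 60247820), with 1 to 2 reads per WT library, was at least 8.91-fold higher. *Mx2* (chromosome 16, 97535308 to 97560900), annotated as a polymorphic pseudogene, had a log2 fold change of 3.01 (adjusted p = 4.5e-05), and was not called without *SOD1* G93A replicate 1 (2.72) or replicate 2 (3.13). The largest falls were those of *Angptl4* (chromosome 17, 33773750 to 33781830; log2 fold change −1.89, adjusted p = 9.6e-05), *Col6a2* (chromosome 10, 76595762 to 76623630; −1.64, adjusted p = 0.00057), *Kdm5d* (−1.45, adjusted p = 7.1e-07), *Slit2* (chromosome 5, 47983138 to 48307733; −1.38, adjusted p = 1.3e-05) and *Il33* (chromosome 19, 29925114 to 29960718; −1.35, adjusted p = 0.00079). *Angptl4* was not called without WT replicate 1 (−1.76). *Il33* was not called in any of the 6 fits without 1 library (−1.54 to −1.07), nor *Col6a2* in 5 of them (−1.73 to −1.32), all but the fit without *SOD1* G93A replicate 3. Of the 78 called genes, 6 lie on the X or Y chromosome. Apart from *Kdm5d* these include *Ddx3y* (−1.07, adjusted p = 1.0e-05), *Eif2s3y* (chromosome Y, 1010543 to 1028847; −1.06, adjusted p = 1.6e-06) and *Uty* (chromosome Y, 1096861 to 1245759; −1.35, adjusted p = 6.2e-06), and in the other direction *Xist* (chromosome X, 103460366 to 103483254; 1.19, adjusted p = 2.6e-07). Without WT replicate 1, *Ddx3y* (−0.98) and *Eif2s3y* (−0.98) were not called, and without *SOD1* G93A replicate 3 *Ddx3y* (−0.996) was not. Of the genes that the paper names 17 were tested, with 0 called and 6 at an unadjusted p value under 0.05. *C3* had 1723 ± 194 and 1429 ± 53.2 normalized counts (log2 fold change −0.26, adjusted p = 0.027), *Lcn2* 12946 ± 664 and 11162 ± 912 (−0.22, adjusted p = 0.064) and *Gfap* 3938 ± 116 and 3138 ± 154 (−0.33, adjusted p = 0.0010). *Sod1* had a log2 fold change of 0.08 (adjusted p = 0.55), with 0.02 without *SOD1* G93A replicate 3 and 0.15 without *SOD1* G93A replicate 1.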

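All 36 interferon-stimulated genes tested in activated astrocytes were higher in *SOD1* G93A cells, with a median log2 fold change of 1.68 (adjusted p = 7.9e-46 by camera, 0.0011 by fry and 0.16 with an estimated correlation). In this list 28 genes were called, and 31 adjusted over the list alone. Of 14 genes of MHC class I and antigen processing 13 were higher, with a median of 0.93 (adjusted p = 1.2e-12 by camera and 0.0020 by fry), and 4 were called over all genes and adjusted over the list alone. Neuron markers had a median of −0.79, with 9 of 10 lower (adjusted p = 5.7e-06 by camera and 0.0047 by fry) and 1 gene called both ways. The reactive astrocyte panel was not called, with a median of −0.07 over 31 genes (adjusted p = 0.66) that was −0.01 without WT replicate 1. It holds 3 called genes, also 3 adjusted over the list alone. Chemokines were not called either, with a median of −0.10 over 16 genes (adjusted p = 0.85) that went from −0.19 without WT replicate 3 to 0.04 without WT replicate 2. They hold 1 called gene, and 2 adjusted over the list alone. Microglia markers, 21 of which passed the minimum mean, had a median of −0.14 (adjusted p = 0.22) and 0 genes called over all genes or adjusted over the list alone. This median was 0.11 without WT replicate 2 and 0.01 without *SOD1* G93A replicate 2, and the list was called as lower without WT replicate 1 (−0.28), WT replicate 3 (−0.35) or *SOD1* G93A replicate 1 (−0.33). Quantile and TMM scaling left each of these directions as it was.

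**Figure D1:**
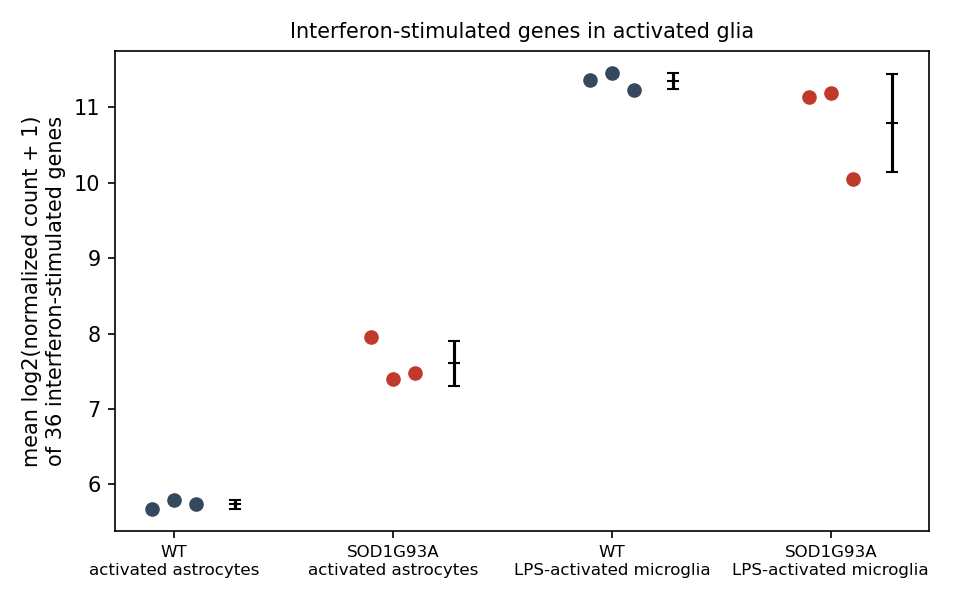
Score of 36 interferon-stimulated genes, the mean log2(normalized count + 1), on the vertical axis for each library of activated astrocytes and LPS-activated microglia. Points are libraries, and the black marks beside them are the mean ± SD of 3 libraries. The WT astrocytes sit at 5.68 to 5.80 and the *SOD1* G93A astrocytes at 7.40 to 7.95, while the WT microglia sit at 11.2 to 11.5 and the *SOD1* G93A microglia at 10.05 to 11.2. The cell types were scaled separately, so only genotypes within a cell type can be compared.

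In these scores the *SOD1* G93A astrocytes were higher than the WT astrocytes by 1.87, and the *SOD1* G93A microglia differed from the WT microglia by −0.55, or by −0.18 without *SOD1* G93A replicate 3. The genotype difference was 2.42 larger in astrocytes (exact permutation test, two-sided, p = 0.005, the smallest possible, adjusted p = 0.025), and every library left out in turn gave 2.05 to 2.62. For MHC class I and antigen processing it was 1.21 larger in astrocytes (exact p = 0.005, adjusted p = 0.025), where the microglia differed by −0.35, or by −0.11 without *SOD1* G93A replicate 3. In the interferon scores the microglia groups parted narrowly, with the lowest WT library at 11.23 and the highest *SOD1* G93A library at 11.19. Cell type and stimulus differ together, so neither alone can be credited with these differences. Against quiescent astrocytes the genotype difference of the interferon-stimulated genes was 1.24 larger in activated astrocytes over 31 genes (exact p = 0.1, adjusted p = 0.21), which does not pass the correction. The quiescent difference of 0.456 runs in the same direction, which by itself keeps this p from being small. The test thus cannot decide whether the states differ. Of 12280 genes tested for an interaction of genotype and state, 0 were called and 1040 had an unadjusted p value under 0.05. The interaction was 3.16 for *Ifi44* (adjusted p = 0.10) and −0.75 for *C3* (adjusted p = 0.34). An adjusted p value under 0.05 at any size moved this count most, to 31 genes, and it was 6 without WT quiescent replicate 1 and 8 without WT quiescent replicate 3. With these comparisons the paper tests whether *SOD1* G93A glial cells differ in their activation following insults.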

While maximally activated *SOD1*^*G93A*^ and WT microglia were virtually identical, activated *SOD1*^*G93A*^ astrocytes upregulated many more genes than WT astrocytes (Fig. 2e, f, Supplementary Fig. 4) with GO terms related to immune activation (Supplementary Table 1). In addition to changing in response to large insults, expression of mutant *SOD1*^*G93A*^ may also more subtly influence how activated astrocytes and microglia respond to subthreshold stimulation. To test this hypothesis in astrocytes, we used a microfluidics qPCR panel that we have previously used to characterize astrocyte reactivity in vivo and in vitro^19^. We first found that WT and *SOD1*^*G93A*^ astrocytes responded identically in the microfluidics panel when maximally stimulated by a full dose of Il-1α, TNFα, and C1q (Supplementary Fig. 5). Exposing astrocytes to submaximal doses of the activating factors Il-1α, TNFα, and C1q and normalizing each gene’s expression to its response to maximal activation, *SOD1*^*G93A*^ astrocytes reached high levels of reactivity at much lower doses than WT (Fig. 2h). This precocious response to lower doses of IL-1α, TNFα, and C1q suggests that mutant *SOD1*^*G93A*^ may make astrocytes primed to respond to subtle insults that would otherwise not mount a sufficient response to alter neuronal viability or function. We next investigated the microglial response from WT and *SOD1*^*G93A*^ cells and saw a similar response. When assessing the change in expression of known microglial activation genes by qPCR, *SOD1*^*G93A*^ microglia showed larger increases in reactivity than WT microglia in response to low doses of LPS (Fig. 2h). These results suggest that modulating *SOD1*^*G93A*^ expression in astrocytes and microglia may subtly change their propensity for activation in early stages of the disease, and changes in gliosis may partially explain the effects seen in vivo from modulating levels of mutant *SOD1* expression in these cells. Further, these results align with previous studies investigating the activation of glial cells at early timepoints in mouse models of ALS^31^, but also highlight that that these changes in astrocytes are cell autonomous. Finally, the increase in neuroinflammatory astrocyte reactivity in aging combined with the effect of mutations such as *SOD1*^*G93A*^ on the propensity for glial activation could partially explain the role of aging as a risk factor for ALS and other neurodegenerative diseases^32,33^.

### C3^+^ reactive astrocytes appear in familial and sporadic ALS

Reactive gliosis appears to powerfully influence disease pathogenesis in the *SOD1*^*G93A*^ mouse model of ALS, but do astrocytes respond similarly in human ALS? Importantly, while most mouse models of ALS rely on the genetics of familial ALS, most ALS cases are sporadic and thus broadly beneficial therapeutics should target mechanisms that are common to sporadic as well as familial forms of the disease. To determine if neuroinflammatory astrocyte activation appears in sporadic as well as familial ALS, we preformed GFAP and C3 staining on tissue sections of the spinal cord, medulla, and motor cortex from human patients with sporadic ALS, and familial cases with either *C9ORF72* or *SOD1* mutations, and age-matched nonneurological controls (Supplementary Table 2, Supplementary Fig. 6). Quantifying the fluorescence intensity of C3 within astrocytes, we saw a significant increase in astrogliosis in the spinal cords and motor cortices of the sporadic ALS cases and the *C9ORF72* and SOD1-ALS cases, as well as an increase in C3 levels in the medulla of sporadic and SOD1-ALS patients (Fig. 3a, b), changes that accompanied traditional astrocyte hypertrophy (Supplementary Fig. 7). To validate these increases in C3 protein in astrocytes, we also assessed *C3* expression from bulk RNA-seq acquired from the spinal cord of a large series of ALS patients and nonneurological controls (16 control patients, 148 ALS patients). In line with our immunohistochemistry results, there was a significant increase in *C3* mRNA expression in the spinal cord of ALS patients (Fig. 3c). Further, subsampling this data for cases that were definitively defined as sporadic, *C9ORF72*, *SOD1*, or other genetically inherited forms of ALS, we found the increase in *C3* expression was common to every ALS subtype (Fig. 3d).

**Fig. 3:**
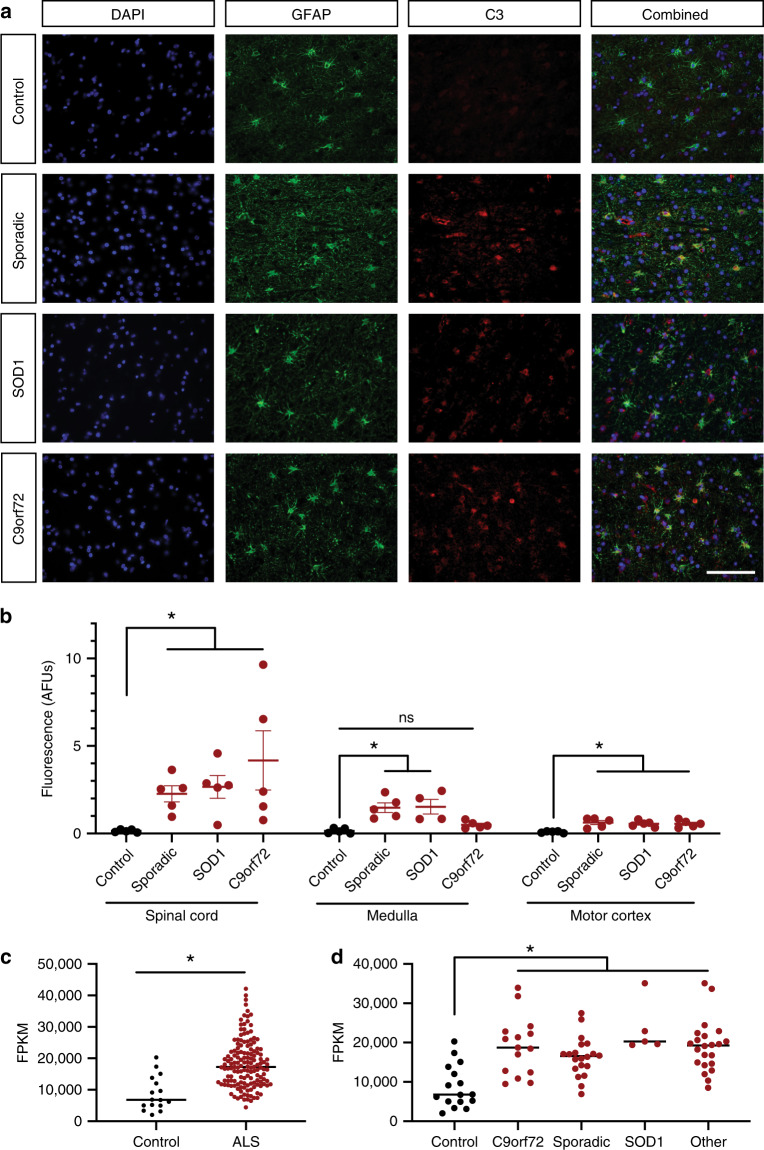
Neuroinflammatory astrogliosis is a common pathology in human ALS. **a** Example images of cortical samples from patients with sporadic, SOD1, and C9orf72 associated ALS as well as nonneurological controls stained with DAPI for nuclei, GFAP for astrocytes, and C3 as a marker for neuroinflammatory astrocyte activation. (quantified in **b**; scale bar = 100 µm) **b** Quantification of C3 immunoreactivity within GFAP^+^ astrocytes in the spinal cord, medulla, and cortex. There was significantly more C3 staining within astrocytes in all subtypes of ALS compared to controls in the spinal cord, medulla, and cortex except for samples of the medulla from C9orf72 associated ALS patients. (*p < 0.05 by Kruskal–Wallis nonparametric test corrected for multiple comparisons using the Dunn method; mean ± s.e.m.) **c** Bulk RNA-seq *C3* expression from the spinal cord of ALS patients vs control (*p < 0.05 by unpaired, two-tailed Student’s *t* test; mean). **d** Subsampling of data in **c** by identified ALS subtype (other = other genetic cause; *p < 0.05; two-tailed, unpaired Student’s *t* test, corrected by Dunnett method; mean).

## Discussion

Together, these experiments provide evidence that neuroinflammatory astrogliosis is a common pathology in human ALS that powerfully controls disease progression in a mouse model of the disease. The marked prolongation of lifespan achieved by eliminating Il-1α, TNFα, and C1q suggests that the modulation of gliosis may prove a powerful avenue for novel therapeutics. The use of global knockouts of these genes does not preclude the contribution of mechanisms outside the CNS. But any such peripheral contributions might actually facilitate therapeutic intervention because a partial effect may be achievable without requiring inhibitors of this pathway to cross the blood–brain barrier. Further, since the dampening of astrogliosis modulates the systemic response to neuronal damage, therapeutic interventions targeting gliosis could be used in sporadic patients after disease onset as well as in conjunction with antisense oligonucleotide therapies targeting causative familial mutations such as *SOD1* and *C9ORF72*^16–18^. The delay in disease progression afforded by this treatment may buy time for such antisense therapeutics targeting mutant genes to take effect within motor neurons. Thus, a combination of therapies targeting multiple mechanisms (e.g., motor neurons and reactive astrocytes) might be more efficacious than either individually. Since neuroinflammatory astrocytes seem to be prevalent in other neurodegenerative diseases, including Alzheimer’s disease^34,35^, Parkinson’s disease^36^, glaucoma^37^, and aging^32^, our findings also highlight gliosis as a therapeutic target for neurodegeneration more broadly.

## Methods

### Animals

All animal procedures were conducted in accordance with guidelines from the National Institute of Health and Stanford University’s Administrative Panel on Laboratory Animal Care. All mice were housed with food and water available ad libitum in a 12-h light/dark environment at 68–72 **°**F and 30–70% humidity. *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^animals were developed in house^19^. *SOD1*^*G93A*^ were obtained from Jax (002726) and bred into either C57BL/6J (Jax, 000664), *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^, or *C3*^−/−^ (Jax, strain 003641) lines in house for eight generations before testing. Animals were randomly assigned and tested blind to both experimental condition and genotype.

### RNAscope in situ hybridization and quantification

RNAscope fluorescent in situ hybridization was performed on fresh-frozen tissue. After sacrifice, brains were removed by dissection and spinal cords were removed by hydraulic extrusion into ice-cold PBS. Tissue was embedded in OCT compound (Tissue-Tek) and 14 μm tissue sections were prepared and immediately frozen at −80 °C. Multiplex RNAscope was performed according to manufacturer’s protocol against the targets *C3*, *Aldh1l1*, *Slc1a3*, and *Cx3cr1*. In order to achieve complete and robust labeling of astrocytes, we imaged probes against both astrocyte markers *Aldh1l1* and *Slc1a3* in the same channel, denoted by *Aldh1l1* + *Slc1a3* in Fig. 1 and Supplementary Fig. 1.

RNAscope in situ hybridization is nonlinearly amplified and thus intensity cannot be used to measure expression. Instead, images of *C3* in situ hybridization were randomly taken from the ventral horn and thresholded in ImageJ using the Moments parameter set, all blind to genotype and age (ImageJ v2.0.0 build 269a0ad53f). The percent of area covered by this thresholded signal was then quantified in the gray matter of the spinal cord (with white matter excluded by DAPI signal) and this value recorded as reactivity. The number of Chat^+^ motor neurons in the ventral horn was manually counted for one tissue section per spinal cord region per animal, blinded to genotype and age. The region of the spinal cord (cervical, thoracic, lumbar) for each section was validated by comparison to an anatomical atlas.

### Cresyl violet staining

Fresh-frozen tissue sections were first dehydrated in 1:1 ethanol/chloroform overnight. Slides were then rehydrated in 100% ethanol and 95% ethanol for 5 min each. 0.1% Cresyl violet stain was then prepared fresh, with 0.5% glacial acetic acid added before solution filtering immediately prior to use. Slides were stained in 0.1% Cresyl violet solution for 15 min at room temperature (RT) before being dipped in distilled water and then differentiated in 95% ethanol for 60 s. Slides were then dehydrated in 100% alcohol for 5 min and then cleared 2× in xylene for 5 min each. Slides were then mounted in limonene mounting media and motor neurons counted by the experimenter blind to condition.

### SOD1^G93A^ behavioral and weight analysis

*SOD1*^*G93A*^ studies were conducted in accordance with protocols approved by the Administrative Panel of Laboratory Animal Care of Stanford University. All *SOD1*^*G93A*^ mice were given DietGel Boost soft food (ClearH2O) and HydroGel (ClearH2O) from P100 until euthanasia to ensure the animals were adequately fed and hydrated. Human euthanasia point was used instead of natural death to ensure animal welfare and was defined as the inability of the mice to right themselves within 10 s after being placed on their backs or a body condition score < 2.

Rotarod was used to assess motor coordination, strength and balance over the course of disease progression. Mice were first trained on the rotarod for three sessions 1 week prior to initial analysis at 8 weeks of age. For testing, a 4–40 program was used in which the speed gradually increases from 4 to 40 rpm over 5 min. The animals had three attempts each testing session with maximum experimental run of 360 s. The largest latency to fall of three trials was recorded each week until humane endpoint was reached (or equivalent age for littermate controls). Each animal’s performance was normalized to its longest latency over the entire experiment.

### Neuromuscular junction innervation analysis

The gastrocnemius muscle of the rear leg was acquired by blunt dissection and fixed for 12–24 h in 1% paraformaldehyde (note that fixation in 4% paraformaldehyde disrupted later staining for our assays). Fixed muscles were transitioned to 30% sucrose for 24 h or until fully cryoprotected. Muscles were then embedded in OCT compound (Tissue-Tek) and 14 μm sections were acquired by a Leica cryostat.

Muscle section were permeabilized with 0.1% Triton X for 10 min followed by blocking with 50% normal goat serum (NGS) in PBS for 1 h. Sections were stained with a rabbit anti neurofilament heavy polypeptide antibody (1:500, abcam: ab8135) for 3 h at RT or overnight at 4 °C. After four washes with PBS, sections were then stained with an appropriate secondary antibody as well as Alexa Fluor 647 conjugated α-bungarotoxin (Invitrogen, B35450) for 1–2 h at RT. After four washes with PBS, slides were mounted with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Labs, H-1200).

Slides were imaged on a Zeiss LSM710 Confocal Microscope using Zen 2012 v. 14.09.201 software. NMJs were selected at random using the α-bungarotoxin signal and a confocal stack taken at ×63 through the depth of the NMJ. Maximum projections images were then skeletonized blind and the linear extent of the α-bungarotoxin signal filled by neurofilament quantified as a fraction. *SOD1*^*G93A*^ and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ *SOD1*^*G93A*^ data were fit by sigmoidal interpolation and WT and *IL-1α*^−/−^ *TNFα*^−/−^ *C1qa*^−/−^ data fit by linear regression.

### Immunopanning and cell culture

Astrocytes were purified by immunopanning from P5 WT mouse forebrains and cultured as previously described^27^. Cortices were blunt dissected and enzymatically digested using papain at 37 °C and 10% CO_2_. Tissue was then mechanically triturated with a 5 mL serological pipette at RT to generate a single-cell suspension. The suspension was filtered in a 70 µm nitex filter and negatively panned for microglia (CD45, BD Pharmingen 554875), endothelial cells (BSL I, Vector Labs L-1100), and oligodendrocyte lineage cells (O4 hybridoma, in house) followed by positive panning for astrocytes (HepaCAM, R&D Systems MAB4108). Astrocytes were removed from the final positive selection plate by brief digestion with 0.025% trypsin and plated on poly-d-lysine coated tissue culture plates. Astrocytes were cultured in defined, serum-free medium containing 50% neurobasal, 50% DMEM, 100 U/mL penicillin, 100 μg/mL streptomycin, 1 mM sodium pyruvate, 292 μg/mL l-glutamine, 1× SATO, 5 μg/mL of N-acetyl cysteine, and 5 ng/mL HBEGF (Peptrotech, 100–47).

Microglia were purified by magnetic activated cell separation as described previously, with all steps occurring on ice or in a 4 °C cold room^28^. Briefly, p7–p10 mice were euthanized by CO_2_ and transcardially perfused with dPBS using a syringe to remove circulating macrophages and monocytes. Whole brains were then cut into ~1 mm^3^ pieces and dounced in ice-cold Medium A containing 15 mM HEPES and 0.5% glucose in 1x HBSS and spun at 500 × *g* for 5 min to remove dead cells and debris. The cell pellet was resuspended in MACS Buffer containing 2 mM EDTA and 0.5% BSA (w/v, Sigma, A4161) in 1x PBS containing myelin removal beads (Miltenyi, 130-096-733). After incubating for 15 min at 4 °C, the cell suspension was diluted with MACS Buffer and centrifuged at 500 × *g* for 5 min to remove unbound myelin removal beads. The pellet was resuspended in MACS Buffer and passed through an LD MACS column (Miltenyi, 130-042-901) to collect the flow-through of unbound cells. Cells were pelleted for 30 s at 10k × *g* and resuspend in MACS Buffer containing CD11b beads (Miltenyi, 130-049-601). The suspension was incubated for 15 min at 4 °C, diluted, and pelleted for 30 s at 10k × *g* to remove unbound Cd11b beads. The pellet was then resuspended in MACS Buffer and passed through an LS MACS column (Miltenyi, 130-042-401). Bound microglia were eluted from the MACs column and plated on poly-d-lysine coated tissue cultures plates. Microglia were cultured in a minimal, serum-free media consisting of DMEM/F12 (Gibco, 21041025) supplemented with 100 units/mL penicillin, 100 μg/mL streptomycin, 2 mM glutamine, 5 μg/mL N-acetyl cysteine, 100 μg/mL apo-transferrin, 100 ng/mL sodium selenite, TGF-β2 (2 ng/mL, Peprotech), murine IL-34 (100 ng/mL, R&D Systems), ovine wool cholesterol (1.5 μg/mL, Avanti Polar Lipids), and heparan sulfate (1 μg/mL, Galen Laboratory Supplies).

### RNA-sequencing

Isolated astrocyte and microglia RNA samples were first assayed on an Agilent 2100 Bioanalyzer System to quantify RNA quality and total RNA abundance. mRNA libraries were then prepared for Illumina paired-end sequencing using the Agilent SureSelect Strand Specific RNA-Seq Library Preparation kit (G9691B) on the Agilent Bravo Automated Liquid Handling Platform. Libraries were sequenced on an Illumina HiSeq 4000. Alignment of RNA-sequencing reads to the mouse mm10 reference genome and transcriptome was performed using STAR v2.7.3a^38^ following ENCODE standard options, read counts were generated using rsem, and differential expression analysis was performed in R v3.6.1 using the DESeq2 package v1.38.0^39^ (detailed pipeline v2.0.1 and options available on https://github.com/emc2cube/Bioinformatics/).

Bulk RNA-seq FastQ files from ALS spinal cord samples were acquired through Target ALS (http://www.targetals.org/research/resources-for-scientists/resource-genomic-data-sets/) and analyzed using the above pipeline, using the hg38 human reference genome and transcriptome for alignment.

### Microfluidics qPCR

Total RNA was extracted using the RNeasy Plus Kit (Qiagen) and cDNA synthesis performed using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems) according to manufacturer protocol. Overall, 1.25 μL of each cDNA sample was preamplified using 2.5 μL of 2× Taqman preamplification master mix (Applied Biosystems) and 1.25 μL of the primer pool (0.2 pmol of each primer per μL; primer pool as previously described^19^). Preamplification was performed with a 95 °C denaturation step for 10 min followed by 14 cycles of 95 °C for 15 s and 60 °C for 4 min. Products were diluted 5× in TE Buffer (Teknova), and 5 μL of a sample mix containing preamplified cDNA and amplification Master mix (20 mM MgCl_2_, 10 mM dNTPs, FastStart Taq polymerase, DNA-binding dye loading reagent, 50× ROX, 20× Evagreen) was loaded into each sample inlet of a 96.96 Dynamic Array chip (Fluidigm) and 5 μL from an assay mix containing DNA-assay loading reagent, as well as forward and reverse primers (10 pmol/μL) was loaded into each detector inlet. The chip was then loaded and mixed in the NanoFlexTM 4-IFC Controller (Fluidigm). Next, the chip was processed in the BioMark Real-Time PCR System (Fluidigm) using a cycling program of 10 min at 95 °C followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s, followed by a melting curve. Cycle of quantification (Cq) data were collected using BioMark Data Collection Software 2.1.1 build 20090519.0926 (Fluidigm). Corrections were made for differences in input RNA using the geometric mean of three reference genes Aldh1l1, Gapdh and Rplp0. Data preprocessing and analysis was completed using Fluidigm Melting Curve Analysis Software 1.1.0 build 20100514.1234 (Fluidigm) and Real-time PCR Analysis Software 2.1.1 build 20090521.1135 (Fluidigm) to determine valid PCR reactions. Invalid reactions were removed from later analysis. See Supplementary Table 5 for a list of all primers used in microfluidics qPCR experiments.

### Quantitative PCR

Total RNA was extracted using the RNeasy Plus Kit (Qiagen) and cDNA synthesis performed using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems) according to manufacturer protocol. qPCR was performed using Fast SYBR Green (Applied Biosystems) with a cycling program of 95 °C for 20 s followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s, and ending with a melting curve. Relative mRNA expression was normalized to *Rplp0*. Primers used were: tnf: fwd gatcggtccccaaagggatg rev tgtgagggtctgggccatag; il1a: fwd cgcttgagtcggcaaagaaat rev tggcagaactgtagtcttcgt; ccl2: fwd agctgtagtttttgtcaccaagc rev gtgctgaagaccttagggca; il6: fwd tcctctctgcaagagacttcc rev ttgtgaagtagggaaggccg; cd69: fwd tccgtggaccacttgagagt rev atactggtgccatggtcctt; nos2: fwd tcctggacattacgacccct rev ctctgagggctgacacaagg.

### Staining of human tissue

Paraffin embedded postmortem brain sections from the motor cortex, lumbar or cervical spinal cord, and medulla were obtained from the University of Pennsylvania Institute on Aging. The Federalwide Assurance (FWA) for NYU Langone (#00004952) was approved by the Office for Human Research Protections at the U.S. Department of Health and Human Services (DHHS). All tissue was de-identified and provided without link to identifiable information from an IRB-approved tissue repository that acquired informed consent. Control individuals were pathologically deemed to have “unremarkable brains”, while ALS patients carried SOD1 mutations, C9orf72 mutations, or sporadic etiologies. The paraffin was removed with 2 xylene washes for 5 min each. Sections were rehydrated sequentially twice in 100% EtOH, once in 95% EtOH, once in 70% EtOH, and once in 1x tris-buffered saline (TBS, pH 7.6) for 5 min each. Sections were then submerged in M6 buffer (2.1% citric acid monohydrate, 2.94% tris-sodium citrate in dH2O, pH 6), microwaved until bubbling, and placed in a 98 °C water bath for 10 min for antigen retrieval. Sections were then washed three times in 1xTBS for 5 min each and blocked for 30 min in 10% NGS in 1xTBS at RT. Subsequently sections were incubated in primary stains rabbit anti-C3d 1:600 (DAKO A0063) and mouse anti-GFAP 1:400 (Sigma G3893) overnight at 4 °C in a humidity chamber. Primary stained sections were then washed three times in 1xTBS and incubated in secondary stains Alexa-594 goat anti-rabbit 1:500 (ThermoFisher R37117) and Alexa-647 goat anti-mouse 1:1000 (ThermoFisher A-21235) for 30 min at RT covered from light. Sections were washed three times for 5 min in 1xTBS and incubated in DAPI stain 1:10,000 (ThermoFisher D1306) for 5 min. Sections were washed five times in 1xTBS for 5 min each and incubated for 1–2 min in TrueBlack Lipofuscin (Biotium 23007) 1:20 diluted in 100% EtOH. Sections were washed three times in 1xTBS and mounted in Fluoromount-G (SouthernBiotech 0100–01).

Section staining did not afford the experimenters the ability to definitively delineate the cell body and processes of individual astrocytes by GFAP staining in all conditions. To measure hypertrophy, images of GFAP staining were thresholded in ImageJ using the Moments parameter set, blind to genotype and age. The percent of area covered by this thresholded signal was then quantified and this value recorded as a measure of total cell body and process size.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data are available as a Source Data file. In vitro RNA-seq data available at website www.gliaseq.com. Raw in vitro RNA-seq data available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143598. All other data are available from the corresponding authors upon reasonable request. See Supplementary Table 3 for number of biological replicates used in each experiment and Supplementary Table 4 for exact *p* values for statistical comparisons. All statistics performed using Prism v 8.2.1.

## Source data

Source Data

## References

[1] Taylor JP, Brown RH, Cleveland DW (2016). Decoding ALS: from genes to mechanism. Nature.

[2] Nagai M (2007). Astrocytes expressing ALS-linked mutated SOD1 release factors selectively toxic to motor neurons. Nat. Neurosci..

[3] Giorgio F, Carrasco MA, Siao MC, Maniatis T, Eggan K (2007). Non–cell autonomous effect of glia on motor neurons in an embryonic stem cell–based ALS model. Nat. Neurosci..

[4] Ferraiuolo L (2016). Oligodendrocytes contribute to motor neuron death in ALS via SOD1-dependent mechanism. Proc. Natl Acad. Sci. USA.

[5] Beers DR (2006). Wild-type microglia extend survival in PU.1 knockout mice with familial amyotrophic lateral sclerosis. Proc. Natl Acad. Sci..

[6] Clement AM (2003). Wild-type nonneuronal cells extend survival of SOD1 mutant motor neurons in ALS mice. Science.

[7] Frakes AE (2014). Microglia induce motor neuron death via the classical NF-κB pathway in amyotrophic lateral sclerosis. Neuron.

[8] Haidet-Phillips AM (2011). Astrocytes from familial and sporadic ALS patients are toxic to motor neurons. Nat. Biotechnol..

[9] Gurney M (1994). Motor neuron degeneration in mice that express a human Cu,Zn superoxide dismutase mutation. Science.

[10] Boillée S (2006). Onset and progression in inherited ALS determined by motor neurons and microglia. Science.

[11] Wang L, Gutmann DH, Roos RP (2011). Astrocyte loss of mutant SOD1 delays ALS disease onset and progression in G85R transgenic mice. Hum. Mol. Genet.

[12] Wang L, Sharma K, Grisotti G, Roos RP (2009). The effect of mutant SOD1 dismutase activity on non-cell autonomous degeneration in familial amyotrophic lateral sclerosis. Neurobiol. Dis..

[13] Yamanaka K (2008). Mutant SOD1 in cell types other than motor neurons and oligodendrocytes accelerates onset of disease in ALS mice. Proc. Natl Acad. Sci..

[14] Kang SH (2013). Degeneration and impaired regeneration of gray matter oligodendrocytes in amyotrophic lateral sclerosis. Nat. Neurosci..

[15] Ilieva H, Polymenidou M, Cleveland DW (2009). Non-cell autonomous toxicity in neurodegenerative disorders: ALS and beyond. J. Cell Biol..

[16] McCampbell A (2018). Antisense oligonucleotides extend survival and reverse decrement in muscle response in ALS models. J. Clin. Investig..

[17] Miller TM (2013). An antisense oligonucleotide against SOD1 delivered intrathecally for patients with SOD1 familial amyotrophic lateral sclerosis: a phase 1, randomised, first-in-man study. Lancet Neurol..

[18] Smith RA (2006). Antisense oligonucleotide therapy for neurodegenerative disease. J. Clin. Investig.

[19] Liddelow SA (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature.

[20] Gowing G, Dequen F, Soucy G, Julien J-P (2006). Absence of tumor necrosis factor- does not affect motor neuron disease caused by superoxide dismutase 1 mutations. J. Neurosci..

[21] Petitpain N (2019). Is TNF inhibitor exposure a risk factor for amyotrophic lateral sclerosis?. Fundam Clin. Pharm..

[22] Han Y, Ripley B, Serada S, Naka T, Fujimoto M (2016). Interleukin-6 deficiency does not affect motor neuron disease caused by superoxide dismutase 1 mutation. PLoS ONE.

[23] Nguyen MD, Julien J-P, Rivest S (2001). Induction of proinflammatory molecules in mice with amyotrophic lateral sclerosis: no requirement for proapoptotic interleukin-1beta in neurodegeneration. Ann. Neurol..

[24] Lobsiger CS (2013). C1q induction and global complement pathway activation do not contribute to ALS toxicity in mutant SOD1 mice. Proc. Natl Acad. Sci..

[25] Fischer LR (2004). Amyotrophic lateral sclerosis is a distal axonopathy: evidence in mice and man. Exp. Neurol..

[26] Bi F (2013). Reactive astrocytes secrete lcn2 to promote neuron death. Proc. Natl Acad. Sci. USA.

[27] Foo LC (2011). Development of a method for the purification and culture of rodent astrocytes. Neuron.

[28] Bennett ML (2016). New tools for studying microglia in the mouse and human CNS. Proc. Natl Acad. Sci..

[29] Bohlen CJ (2017). Diverse requirements for microglial survival, specification, and function revealed by defined-medium cultures. Neuron.

[30] Guttenplan KA, Liddelow SA (2018). Astrocytes and microglia: models and tools. J. Exp. Med..

[31] Sun S (2015). Translational profiling identifies a cascade of damage initiated in motor neurons and spreading to glia in mutant SOD1-mediated ALS. Proc. Natl Acad. Sci..

[32] Clarke LE (2018). Normal aging induces A1-like astrocyte reactivity. Proc. Natl Acad. Sci..

[33] Boisvert MM, Erikson GA, Shokhirev MN, Allen NJ (2018). The aging astrocyte transcriptome from multiple regions of the mouse brain. Cell Rep..

[34] Joshi AU (2019). Fragmented mitochondria released from microglia trigger A1 astrocytic response and propagate inflammatory neurodegeneration. Nat. Neurosci..

[35] Shi Y (2017). ApoE4 markedly exacerbates tau-mediated neurodegeneration in a mouse model of tauopathy. Nature.

[36] Yun SP (2018). Block of A1 astrocyte conversion by microglia is neuroprotective in models of Parkinson’s disease. Nat. Med..

[37] Guttenplan KA (2020). Neurotoxic reactive astrocytes drive neuronal death after retinal injury. Cell Rep..

[38] Dobin A (2012). STAR: ultrafast universal RNA-seq aligner. Bioinform. Oxf. Engl..

[39] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

How the deposited data were processed for this re-analysis (not part of the article)

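Bulk RNA-seq values of 21 libraries were used, 3 in each of 7 conditions: quiescent and activated astrocytes of WT and *SOD1* G93A mice, quiescent and LPS-activated WT microglia, and LPS-activated *SOD1* G93A microglia. The 24 samples of the series were assigned to conditions from their labels and the paper's text, and the 3 libraries of quiescent *SOD1* G93A microglia were not analysed here. The authors made strand-specific libraries, sequenced paired ends on an Illumina instrument, aligned reads to mm10 with STAR 2.7.3a, counted them with RSEM and compared conditions with DESeq2. For each of 6 comparisons the authors deposited a table of all genes. Its per-library values are normalized counts, a signal that is the read count divided by the size factor the authors' DESeq2 run gave that library within that comparison. The other columns the authors deposited are the mean of the normalized counts, the log2 fold change, its standard error, a test score, a p-value and an adjusted p-value. Some of the log2 fold changes have WT minus *SOD1* G93A as their direction and were turned, so that all fold changes given are *SOD1* G93A against WT or activated against quiescent. Dividing each column by its smallest step gave whole reads for 100% of the values, and a library's reads were the same in each table that holds it. Depth was 2016139 to 11570122 reads per library. A count of 0 allows up to 3 reads at the same depth, so a gene at or under 3 reads in every library of a group is given as a lower bound of its fold change.

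Because the values are normalized counts and not raw counts, the main test was the one set for that case, limma 3.58.1 with an intensity trend on log2(normalized count + 1) in R 4.3.3, within each comparison and with only its 6 libraries. Genes with a mean of at least 10 were tested, with Benjamini-Hochberg adjustment, and called at an adjusted p-value under 0.001 and a change of more than 2-fold, as in the legend of Fig. 2. DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood test) were run on the recovered reads as alternatives. In activated astrocytes they called 77 and 84 genes. The main design, the alternatives, the rule for the genes to be named and the lists of genes were fixed before the data were examined. The rule names the 18 genes of the mouse glia experiments that the paper names, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those whose groups do not overlap, or all called genes where there are 5 or fewer. Of the 18, the text gives singly those that mark activation or the cell type compared, and the others only as part of a count. The genes that the authors call where none was called here, and the Y-linked genes, *Xist* and other genes of the X chromosome, were chosen after their values were seen. The sixth comparison, *SOD1* G93A activated against WT quiescent microglia, mixes genotype and activation and served only to check the recovered reads.

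The alternatives were a pseudocount of 0.5 or 5 in place of 1, no filter or at least 10 in every library, quantile normalization or TMM rescaling, DESeq2, edgeR, limma without a trend, an adjusted p-value under 0.05 with or without the limit on fold change, the replicate number as a block, and leaving out each library in turn. Leaving out the genes of the X and Y chromosomes was added after seeing the data, and so was a term for the depth class of the libraries, the 3 of a comparison with the fewest reads against the 3 with the most. An interaction of genotype and state was fitted in the 12 astrocyte libraries. Of the 13 lists of genes, the reactive astrocyte panel (35 genes) is the qPCR panel in the source data of Supplementary Fig. 5 and the microglial activation genes (6 genes) are those of Fig. 2h. The legend of Fig. 2g gives 40 reactive marker genes, so the reactive astrocyte panel used here may lack some of them. The other lists, written from general knowledge, are interferon-stimulated genes (40), chemokines (26), MHC class I and antigen processing (17), cell cycle (19), sex genes (6) and markers of microglia (22), astrocytes (16), the oligodendrocyte lineage (14), endothelial cells (12), pericytes and fibroblasts (12) and neurons (14). A list was tested where at least 5 of its genes were, with camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives. Differences between comparisons in a list's score were tested by exact permutation. Gene positions, types, GC content and lengths come from GENCODE M21 on GRCm38, which was matched to 23376 symbols directly and to 679 by an older symbol, with 356 not matched. The authors' annotation is not named in the paper's text, so a gene's limits in their counting can differ from these.

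The tests were checked on simulated reads drawn from the means and depths of the real libraries, with 200 genes and 1 list changed. At the limits used, limma recovered 91.4% to 98.7% of the changed genes in the 5 comparisons, with at most 1 unchanged gene called, and 89.9% of 198 changed genes in the interaction. The simulated changes were 2 or 3 on the log2 scale, so these shares say nothing about changes near the 2-fold limit. The changed list was recovered by camera, by fry and with an estimated correlation in all 5 comparisons, while fry called up to 5 other lists and the others 0. These other lists can hold changed genes, as the 200 were drawn from all genes. The changed interferon list also shares 3 genes with the reactive astrocyte panel and 2 with the chemokines. Each gene was drawn independently, so the simulation cannot check the preset correlation of camera or rank camera against fry. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Gene ontology terms were not tested, and the qPCR, in vivo and human tissue experiments of the paper have no values here.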

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

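The tests of a contribution from microglia, of shares of male and female cells acting alike in both states, of reads shared between X and Y copies and of Y-linked genes as a response to activation were chosen only after the results were seen, as was the depth class of the libraries as a term.

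The genotype difference of the interferon-stimulated genes differed between activated astrocytes and LPS-activated microglia by 2.42 on the log2 scale, and that of MHC class I and antigen processing by 1.21, in an exact permutation test of the difference itself (adjusted p = 0.025 for each). Without *SOD1* G93A LPS-activated microglia replicate 3, which lies apart from the other libraries of its group, these differences were 2.05 and 0.961. Cell type and stimulus differ together, so neither alone can be credited with them. In the astrocytes the interferon-stimulated genes had a median log2 fold change of 1.68, and this value was weighed against technical explanations. The *SOD1* G93A libraries of activated astrocytes were shallower, but with all 6 libraries thinned to 2135439 reads the median over the 32 genes of the list still tested was 1.73, where the same 32 have 1.74 at all reads, and 78 genes were called, 74 of them the same. After removal of the trend of the fold changes on GC content and gene length, which was as large as 0.17 and could be taken for 12056 of the 12098 genes, the median was 1.66. Quantile normalization gave 1.68 and TMM rescaling 1.67, and the 10 most abundant genes took at most 4.78% of the reads of any of these libraries. Microglia among the *SOD1* G93A astrocytes would bring their other transcripts too. A share of 7.15% more microglia would be needed, and over 17 microglia markers at a level of at least 100 CPM, the read count scaled to the library total, in LPS-activated microglia the median rise was −6.80% of what that share needs, with 0 of the 17 reaching 50% of it. *Lyz2* went from 94.9 to 78.9 CPM, where a rise of 235 was needed, *Fcer1g* from 24.1 to 20.1 (119.1 needed) and *Ctss* from 46.6 to 36.6 (101 needed). Of the 22 microglia markers, 21 are also detected in these astrocytes, at a level that corresponds to 4.10% microglia in the WT cultures. A stronger activation of the *SOD1* G93A astrocytes as a whole is also excluded as the whole cause, since 725 other genes that activation raises in WT astrocytes had a median of −0.0732 in *SOD1* G93A against WT, below every one of 100 simulations of unchanged libraries (−0.0180 to 0.0061), and −0.0865 to −0.0500 with 1 library left out. Unlike shares of male and female cells that act alike in both states were also weighed. The difference of the list between activated and quiescent astrocytes, 1.24, has an exact permutation p of 0.1. That test cannot decide, as the quiescent difference of 0.456 runs in the same direction and keeps the p from being small. A shift of shares alone would raise no gene by more than it raises *Xist*, which female cells make. *Xist* rose by 1.19 (1.02 to 1.36 with 1 library left out). The list median of 1.68 (1.59 to 1.74) lies above that, which argues against such shares as the whole cause. Of the 10 splits of the 6 libraries, 1 gave a list median as far from 0, the real split. With 10 splits that share cannot be under 0.1, so the splits alone cannot exclude chance in how the cultures fell into groups. The list scores of the libraries go against it, as they were 5.68 to 5.80 in WT and 7.40 to 7.95 in *SOD1* G93A astrocytes, a gap wider than the spread within either group. What stays open is the genotype itself, and the sex of the cultures as part of the cause. Litter and batch of the cultures are not given in the paper's text and stay open too. A stronger interferon response of the microglia already present (4.10% in the WT cultures) was not tested. Chance is left only as far as 3 cultures per group cannot rule it out by splits. A hypothesis is that activated *SOD1* G93A astrocytes have a larger interferon response than WT astrocytes, which these values are consistent with but do not separate from the open explanations.

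Y-linked genes are not discussed in the paper, and they were lower in *SOD1* G93A than in WT astrocytes. The median log2 fold change of 4 Y-linked genes was −1.04 in quiescent astrocytes, with 0 of them called in the main test and all 4 lower, and −1.21 in activated astrocytes, with 4 of 4 called. The list of sex genes had a median of −1.07 in activated astrocytes, with 5 of its genes called over all genes and adjusted over the list alone (adjusted p = 9.6e-05 by camera). In activated astrocytes reads shared between X and Y copies are excluded, since *Xist*, which has no Y copy, rose by 1.19 (adjusted p = 2.6e-07, limma). There the values are consistent with fewer male cells in the *SOD1* G93A cultures. The median of the 4 X-linked genes that escape inactivation (*Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*) was 0.17, with 4 of 4 higher, above 96.04% of 10000 random sets of 4 other X-linked genes. Only *Eif2s3x* (0.41, adjusted p = 5.2e-05, limma) had an adjusted p value under 0.05. Between LPS-activated genotypes of microglia this median was 0.16, also with 4 of 4 higher (above 70.06% of random sets), while *Xist* differed by 0.18 (adjusted p = 0.75). The escape genes alone are thus weak evidence on the share of male cells. In quiescent astrocytes the same median was 0.13, with 3 of 4 higher, above 83.32% of random sets, so the escape genes decide nothing there. *Xist* had a log2 fold change of 1.99 (adjusted p = 0.24, limma), which the main test did not call. Its libraries did not overlap, with 1345 to 4350 normalized counts in WT and 5818 to 16907 in *SOD1* G93A astrocytes. Reads shared between X and Y copies would not raise *Xist*, so these values argue against them in the quiescent cultures too. With the depth class of the libraries as a term *Xist* had 2.40 (adjusted p = 2.9e-06) and *Kdm5d* −1.16 (adjusted p = 0.00011), and both were called. The sex of the pups behind each culture is not given in the paper's text. Without the genes of the X and Y chromosomes, an alternative chosen after seeing the data, 72 genes were called in activated astrocytes, the same 72 as among the 78.

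Y-linked genes also differed between LPS-activated and quiescent WT microglia, with a median log2 fold change of −3.58 over 4 genes, all of them called. The libraries held 131 to 616 Y-linked reads when quiescent and 9 to 22 after LPS. The 3 LPS-activated *SOD1* G93A libraries held 6 to 31, so all 6 LPS-activated cultures, of both genotypes, have few such reads. A response to LPS would give this, and so would cultures without male cells in both genotypes. *Xist* rose by 1.07 in WT microglia (adjusted p = 0.00036, limma) and differed by 0.18 between LPS-activated genotypes (adjusted p = 0.75). The 4 escape genes had a median of −0.10, above 54.81% of random sets, but with members in both directions (*Kdm5c* 0.54, *Ddx3x* −0.63), so this test decides nothing about the shares of male and female cells. In astrocytes activated with IL-1α, TNFα, and C1q the Y-linked genes had a median of 0.28, but since stimulus and cell type differ, a response of these genes to LPS cannot be told apart from cultures of different sex. If the cultures differed in sex, some of the 2263 genes called between these states might reflect it.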

How the results depend on the processing

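Leaving out the genes of the X and Y chromosomes, and the depth class of the libraries as a term, were chosen only after the results were seen.

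Over 71 fold changes of single genes, 38 kept their direction and their side of the limits in every fit, and 33 changed in at least 1. Of 1374 fits, 39 lost a call, 30 gained one and 7 changed direction. Of these, 951 were fits under another setting (18 lost, 29 gained, 1 changed direction) and 423 left out 1 library (21 lost, 1 gained, 6 changed direction). The 7 reversals were in genes with changes near 0. *Sod1* ranged from −0.028 to 0.083 in quiescent astrocytes over the 6 fits, and in LPS-activated microglia *Tnf* ranged from −0.105 to 0.032 and *C1qa* from −0.064 to 0.131, and it was −0.0463 with the depth class as a term. Of 30 medians of lists, 1 kept its call throughout and 29 changed in at least 1 of 323 fits, with 37 calls lost, 6 gained and 7 reversals. With 1 library left out the reactive astrocyte panel ranged from −0.11 to 0.26 in quiescent astrocytes (−0.164 with the depth class as a term), and in activated astrocytes the chemokines ranged from −0.191 to 0.043 and the microglia markers from −0.35 to 0.11. The number of list tests called was 37, with 27 under fry, 33 to 39 with 1 library left out, and 0 with an estimated correlation (13 tests at an unadjusted p value under 0.05). The cause was not tested.

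The number of genes called in activated astrocytes was 78. It was 1 with limma without a trend, 123 at an adjusted p value under 0.05 and more than 2-fold (67.5% higher, where it is 80.8% at the main limits) and 879 at any fold change (63.4% higher), the last 2 because the limits are wider. Leaving out 1 library gave 67 to 81. For limma without a trend the cause was not tested. Activation called 1424 genes in astrocytes (4722 at an adjusted p value under 0.05 and any fold change, 1087 to 1547 with 1 library left out) and 2263 in microglia (6185, and 1991 to 2334). Between quiescent astrocytes 0 genes were called, with 1068 at an unadjusted p value under 0.05, and DESeq2 called 5, the wider limits 4 and 7. Between LPS-activated microglia 0 were called, with 930 at an unadjusted p value under 0.05, and DESeq2 called 3 and each of the wider limits 1. Leaving out 1 library gave 0 in both. The interaction of genotype and state called 0 genes, with 1040 at an unadjusted p value under 0.05. It called 1 with a pseudocount of 5, 4 with edgeR, 31 at an adjusted p value under 0.05 and any size, and 0 to 8 with 1 library left out. For DESeq2, edgeR and the pseudocount the cause was not tested.

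The replicate numbers do not pair the samples. Over 15 pairs of libraries with the same number the correlation of their deviations from the group means was −0.436 to 0.0587, and 0 were over 0.1. With the replicate number as a block, 100 genes were called in activated astrocytes, 1423 and 2201 in the responses of astrocytes and microglia to activation, and 0 between quiescent astrocytes, between LPS-activated microglia and in the interaction. With the depth class (the 3 libraries of a comparison with the fewest reads against the 3 with the most) as a term, 13 genes were called between quiescent astrocytes, 1 between LPS-activated microglia, 1407 in the activation of astrocytes and 2233 in that of microglia. It could not be fitted in activated astrocytes, where it runs along the genotype. The alternatives for quiescent *SOD1* G93A microglia were not run. Depth limits the genes with few reads: the shallowest library holds 2016139 reads, so at 3 or fewer reads only a lower bound of a fold change can be given.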

Differences from the paper's values

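The depth class of the libraries as a term was chosen only after the results were seen.

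Between quiescent *SOD1* G93A and WT astrocytes 0 genes were called, where the paper shows about 5 in Fig. 2a, read by eye. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave 5 genes, an adjusted p value under 0.05 with more than 2-fold 4 and at any fold change 7. The others set then, namely both pseudocounts, both filters, both scalings, edgeR, limma without a trend and the replicate block, gave 0. The depth class of the libraries as a term gave 13 genes, with *Gpr17*, *Tagln* and *Kdm5d* among them. The paper's methods name DESeq2. With DESeq2, *Gpr17*, *Tagln*, *Kdm5d*, *Ddx3y* and *Itga7* were called, the 5 genes that the authors' deposited table calls.

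Between LPS-activated *SOD1* G93A and WT microglia 0 genes were called, where the paper shows about 3 in Fig. 2f, read by eye. DESeq2 on the recovered reads gave 3 genes (*Arg2*, *Fn1* and *Cx3cr1*). An adjusted p value under 0.05, with more than 2-fold or at any fold change, gave 1, as did the depth class as a term (*Fn1*), and the other alternatives gave 0.

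In the other comparisons the counts lay within 1.5 times those read from the figures. In activated astrocytes *Gbp10* (log2 fold change 1.58, adjusted p = 0.0019, limma), *Gbp4* (1.67, adjusted p = 0.0011) and *Helz2* (1.16, adjusted p = 0.0023) are called in the authors' deposited table and were not called here. DESeq2 and edgeR on the recovered reads both called all 77 genes of that table. In the response to activation, DESeq2 called all 1522 genes of the authors' deposited table in astrocytes and all 2398 in microglia.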

Other observations

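The regroupings of the interaction, the depth class of the libraries as a term and the tests of oligodendrocyte-lineage cells, pericytes and fibroblasts were chosen only after the results were seen.

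Other splits of the 6 libraries of each comparison into 3 and 3 were counted. The real split alone, 1 of 10, gave as many called genes in the activation of astrocytes, in the activation of microglia and between activated *SOD1* G93A and WT astrocytes, where the other splits called 0 genes. Between LPS-activated genotypes 1 of 10 splits, the real one, gave as many genes with an unadjusted p value under 0.05 (930, the others 179 to 541). With 10 splits no share can be under 0.1, so these counts decide nothing about chance. In the responses to activation, differences far beyond the spread of the libraries go against it, such as *Lcn2* in astrocytes (146 ± 31.7 to 15043 ± 769 normalized counts) and *Il1a* in microglia (145 ± 25.3 to 25498 ± 1698). Between quiescent genotypes 3 of the 10 splits gave as many such genes (1068, the others 66 to 2894). The split with 2894 set WT replicate 1 and *SOD1* G93A replicates 2 and 3 against the rest, which neither a label nor the depth of the libraries marks. The split with 1304 set WT replicates 1 and 2 and *SOD1* G93A replicate 3, the 3 libraries with the fewest reads, against the 3 with the most, so depth separates these libraries at least as much as genotype does. Of the 3 libraries with the most reads 1 is WT and 2 are *SOD1* G93A, so a term for this depth class could be fitted. With it 13 genes were called between quiescent genotypes, among them *Gfap*, *Gpr17* and *Xist*, and 2937 had an unadjusted p value under 0.05. Of the 9 groupings with as many libraries of each genotype in each depth class, 1, the real one, gave as many (the others called 0, with 89 to 2193 at an unadjusted p value under 0.05). With 9 groupings no share can be under 0.11, so chance stays open here. That 0 genes were called in the main test may thus reflect the spread that depth, or something that follows it, adds within each genotype. For the interaction of genotype and state, where 0 genes were called, 19 of 100 regroupings of the genotype within each state gave as many genes with an unadjusted p value under 0.05 as the real grouping (1040, against a median of 552 and a maximum of 2490). The number of such genes is thus not beyond what other groupings of the cultures give.

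The genes that LPS changes in WT microglia lay nearer to their quiescent level in LPS-activated *SOD1* G93A microglia than in WT microglia. Over 2132 such genes, the median log2 fold change of *SOD1* G93A against WT, counted along the response to LPS, was −0.255, and it was below 0 for 82.7% of them. Both comparisons share the WT libraries activated with LPS, which alone pulls this value below 0, but 100 simulations of unchanged libraries in place of the *SOD1* G93A libraries gave −0.0287 to 0.0033, so the shared libraries are excluded as the whole cause. Chance in how the cultures fell into groups stays open, as 1 of 10 splits, the real one, gave a median as large and fewer is not possible. Without *SOD1* G93A replicate 3, whose chi-square per degree of freedom against the other libraries of its group was 15.7 and 20.3, the median was −0.116, and it ranged to −0.331 over the libraries left out. It was −0.329 with the depth class of the libraries as a term. A weaker response of that culture may account for much of the value and cannot be told apart from an effect of genotype at 3 cultures per group. The paper does not report this.

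The 5 genes lower in quiescent *SOD1* G93A astrocytes in the authors' deposited table include *Gpr17*, *Tagln* and *Itga7*, which raises the hypothesis of fewer cells of other types in these cultures. Of the oligodendrocyte lineage markers, 10 pass the minimum mean in these astrocytes. The 9 other than *Gpr17* had a median log2 fold change of −0.12, with 4 higher and 5 lower, and *Sox10* at −0.92. With the depth class of the libraries as a term, the median of all 10 was 0.01, with 5 higher and 5 lower. The list was then not called by camera (adjusted p = 0.12) or fry (adjusted p = 0.054). Such a mixture of directions gives little weight to fewer oligodendrocyte-lineage cells, which stay open as a candidate explanation. The 4 tested pericyte and fibroblast markers other than *Tagln* and *Itga7* were all lower (4 of 4), with a median of −0.33, between −0.54 and −0.02. These are too few to decide on fewer pericytes and fibroblasts, so a change in the *Gpr17*, *Tagln* and *Itga7* of the astrocytes themselves cannot be told apart from one in the mixture of cells.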
